A study of Mus musculus with 6 samples.

How the data were processed

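The data are 6 single-cell ATAC-seq libraries (10x Genomics) of nuclei from lineage-traced cells of the mouse olfactory epithelium, 3 from uninjured mice and 3 from mice 24 h after methimazole. Per the labels, YFP-positive and propidium iodide-negative cells from dissected dorsal epithelium were sorted before nuclei were isolated. The deposited fragment files list, for each deduplicated fragment, its chromosome, start, end, barcode and the count of read pairs behind it. The authors also deposited 1 matrix per library of raw counts per peak and barcode, made with software version 1.2.0 per the file headers. Matrix lines carry no coordinates in the files used here and the number of peaks ran from 69931 to 259169, so the matrices were used for totals only. The aligner and the genome build are not given in the sources used here. No fragment ended past the end of its GRCm38 chromosome, while some ends lay past a chromosome end of GRCm39, so GRCm38 with GENCODE M21 was used. The fragment files hold chromosomes 1 to 19, X and Y only, so the planned mitochondrial share was not computed.

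The libraries held 8100227, 17514932 and 16775794 fragments (uninjured replicates 1 to 3) and 23937953, 12945420 and 19253088 (injured replicates 1 to 3), from 11.2, 4.49, 7.16, 2.55, 6.36 and 6.48 read pairs per fragment. Both ends of a fragment were counted as cut sites. Intervals and limits given for shares cover counting error only.

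Open regions were called without regard to group. The genome was divided into 500 bp tiles, and tiles whose mean cut-site CPM over the 6 libraries was at least 5 times that of the median tile were kept and merged where adjacent. This gave 170859 regions with a median width of 1000 bp, the longest 89500 bp. A cell was a barcode with at least 2000 fragments and at least 20% of its cut sites in these regions, which left 4396 cells. Cut sites were summed per sample over cells, since cells are not replicates. A promoter was the window of 1000 bp either side of the 5′-most annotated start of each of 21938 protein-coding genes. Coordinates are 1-based.

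Groups were compared by edgeR 4.0.16 (quasi-likelihood F-test, robust, TMM factors, filterByExpr) in R 4.3.3 with Benjamini-Hochberg adjustment over the features tested and a threshold of 0.05. Gene sets and motif sets were tested by camera with an estimated correlation from limma 3.58.1 on voom values, and by fry. Motifs were 13 consensus sequences written by hand, so related factors that bind one sequence are not separated. They were searched on both strands in the 500 bp tile of a region with the highest mean CPM. Single values per sample were compared by exact two-sided permutation tests. With 3 samples against 3 their smallest p is 0.1, so none can pass 0.05. The design, the alternatives, the marker lists and the naming rule were fixed before the data were examined, except where the closing section says otherwise. Named are the 16 genes of a fixed list (6 of resting and 10 of activated horizontal basal cells), the 5 promoters and the 3 regions with the largest log2 change in each direction among those past the threshold with a mean CPM of at least 5 and no overlap between the groups. For 1 gene of the list and 1 motif, single values are not reported here. The Y-linked genes and Xist in the closing section are outside this rule and were chosen after the data were examined.

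Cells were clustered on regions seen in at least 1% of cells (TF-IDF, 30 components of a truncated SVD, less 1 that followed depth, 15 neighbours, Leiden resolution 0.5; scanpy 1.11.5, igraph 0.11.9, scikit-learn 1.9.0, Python 3.11.15). Clustering was repeated at resolutions 0.25 and 1. Clusters were named from the fixed marker lists, read over gene bodies plus 2000 bp upstream. A cluster was left unnamed where no list stood clearly highest or where markers of another list led it. Doublets were called per cell from an excess of stretches covered by more than 2 fragments. They numbered 570 of 4396 cells and were kept in the main results, with their removal as an alternative. Of 360 simulated doublets made by merging pairs of cells, 140 (38.9%) were called, and of 158 deep ones 115 (72.8%), so undetected doublets remain.

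For the injury score, the 1000 regions with the smallest p among those higher after injury and the 1000 among those lower were taken from an edgeR fit to the 4 samples of the other replicate numbers. Each cell of the left-out samples was thinned to 1000 cut sites in open regions and scored as the percentage of its cut sites in these sets that lay in the higher set.

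The tests of regions, promoters, promoter sets and the interaction were tried on simulated data with the means, library sizes and spread of these samples. In the comparison of injured with uninjured samples over 157721 regions, 2 of 200 regions changed by a log2 of 1 were recovered (1%) and 49 of 200 changed by 2 (24.5%), with 0 unchanged regions called. Over 17048 promoters, 141 of 200 (70.5%) were recovered at a log2 change of 1 and 165 (82.5%) at 2. Unchanged promoters made up 13.5% and 10.8% of those calls, above the nominal 5%, so the promoter test let through more false calls than its threshold states. In the set tests on 17048 promoters, the changed set among 21 was called by camera (adjusted p 0.00052) and by fry (4.1e-06), with 0 unchanged sets called by either. These sets held 20 promoters drawn independently. The real sets held 3 to 10, with estimated correlations of 0.323 (activated HBC) and 0.644 (sustentacular) among others. This simulation therefore does not show how the set tests perform on sets as small or as correlated as the real ones. In the class by injury interaction over 99769 regions, 88 of 200 changes of a log2 of 2 were recovered (44%), with 4 unchanged regions called. The region, promoter and interaction simulations each changed 200 features, while 13083 regions, 563 promoters and 8501 interactions were called in the data. With fewer changes the adjustment is stricter, so the recovered shares may understate recovery in the data.

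Alternatives tried were DESeq2 1.42.0, TMM factors from 10 kb bins, total cut sites, no filter on low counts, cell minimums of 1000 and 5000 fragments or none, HBC-like cells only, doublets left out, a replicate block, GC offsets with and without the block, chromosomes X and Y left out, whole fragments, thinning to an equal total of cut sites, other tile thresholds and promoter windows, other set tests, and each library left out in turn.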

Results

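Chromatin accessibility was measured in single nuclei of horizontal basal cells (HBCs), the reserve stem cells at the base of the olfactory epithelium. The cells were traced with YFP through Krt5-CreER and a Rosa26 reporter. Methimazole, given by intraperitoneal injection, destroys most of the epithelium above them, and 3 uninjured samples were compared with 3 samples collected 24 h after injury. Mice of replicate 1 were 8 weeks old, of replicate 2 6 weeks and of replicate 3 6 to 7 weeks, in both groups. The sex of the animals is not in the labels.

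The filter on barcodes kept 449, 879 and 628 cells in uninjured replicates 1 to 3 and 1320, 403 and 717 in injured replicates 1 to 3, with a median of 11197, 8710, 21705, 12014, 20030 and 19040 fragments per cell. These cells carried between 14776816 and 41755620 cut sites per sample. Cell number was 652 ± 216 (SD, n = 3) in uninjured and 813 ± 466 in injured samples (exact two-sided permutation p = 0.7, smallest possible 0.1). Enrichment of cut sites at transcription starts was lower after injury, at 22.9 ± 1.64 against 27.7 ± 1.28 (SD, n = 3, exact permutation p = 0.1), and every injured sample lay below every uninjured one. Cut sites in open regions made up 73.5 ± 1.05% after injury and 75.7 ± 1.11% before (SD, n = 3, exact permutation p = 0.1). The 2 groups overlapped in the median number of fragments per cell (p = 0.6) and in the share of fragments under 100 bp (p = 0.5, both by exact permutation).

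**Figure D1:**
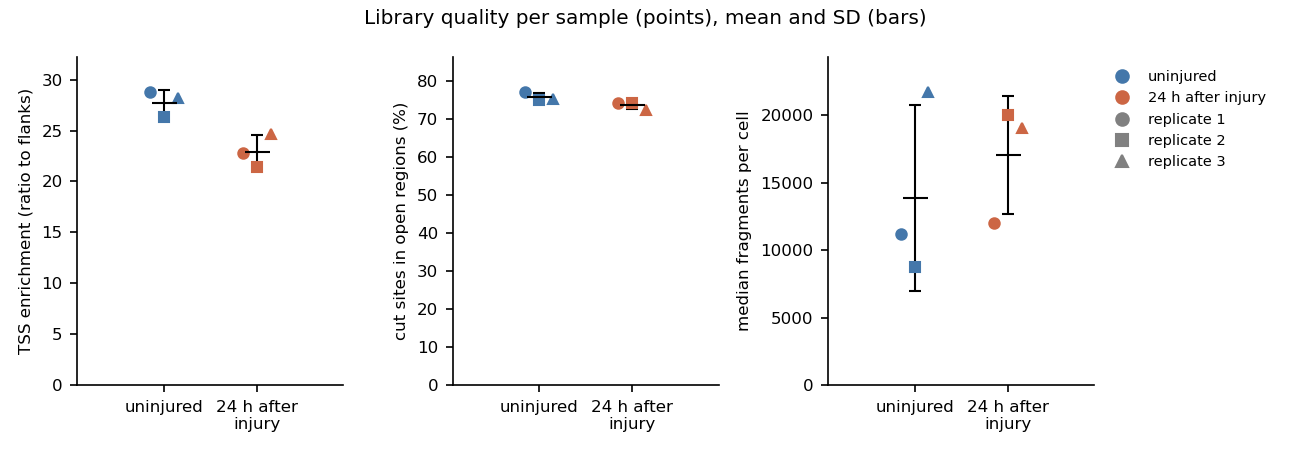
Enrichment of cut sites at transcription starts (ratio to flanks), cut sites in open regions (%) and median fragments per cell for each sample (points, shaped by replicate), with group means and SDs as bars (n = 3). Enrichment at starts is 26.3 or higher in each uninjured sample and 24.6 or lower in each injured sample.

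The first question was which regions open or close within a day of injury. Of 157721 open regions tested, 10551 were more accessible and 2532 less accessible after injury at an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg). Among them, 10138 rose and 1667 fell by more than 2-fold. The groups did not overlap in 27.8% of all regions tested, against 10% given by chance, and in 13072 of the 13083 regions called. The biological coefficient of variation was 0.400. The alternative with all 6 libraries that moved the count of lower regions most was a threshold of 10 times the median tile, with 6447. These counts depend on single libraries. Without uninjured replicate 1 they were 2200 higher and 137 lower, without uninjured replicate 2 3514 and 219, without injured replicate 1 2709 and 447, and without injured replicate 3 17944 and 4809. Without injured replicate 2, edgeR called 0 regions in either direction, while 17044 higher and 8508 lower regions had an unadjusted p under 0.05. DESeq2 was not run on those 5 libraries. Leaving out uninjured replicate 3 gave 9586 higher and 3787 lower regions.

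The 3 regions with the largest rise under the naming rule were intergenic (GRCm38). The region on chromosome 18 at 32342501 to 32343500, 33730 bp from the nearest start (Bin1), rose by a log2 of 6.12 ± 0.604 (SE; edgeR adjusted p 0.00514). Its raw cut sites were 2, 2 and 4 in the uninjured samples and 439, 155 and 115 in the injured ones. The region on chromosome 19 at 5012501 to 5014000, 9860 bp from the start of Slc29a2, rose by 6.11, from 4, 4 and 1 to 459, 181 and 173 cut sites. The region on chromosome 4 at 64324001 to 64325000, 276986 bp from the start of Tnc, rose by 5.68, from 0, 7 and 8 to 570, 198 and 145 cut sites. The uninjured counts are so low that the sizes of these changes depend on the prior count of the fit. The largest falls were on chromosome 13 at 57498501 to 57500000 in an intron of Spock1 (log2 change −3.12, edgeR adjusted p 0.0132), on chromosome 11 at 71757501 to 71759500 in an intron of Wscd1 (−2.97, 0.00527), and on chromosome 8 at 49026001 to 49027000, between genes and 182050 bp from the start of Tenm3 (−2.96, 0.00682). The Wscd1 region fell from 20.1 ± 7.84 to 2.57 ± 0.784 CPM (SD, n = 3). All 6 passed 0.05 under each alternative that kept the 6 libraries and gave them a value, and none did without injured replicate 2, where the smallest edgeR adjusted p was 0.0553. The Spock1 region also lost its call without uninjured replicate 1 (edgeR adjusted p 0.0688) or 2 (0.0538).

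Regions within 1 kb of a transcription start made up 14.5% of those tested, 7.03% of those higher (odds ratio 0.426, Fisher's exact test across regions, p 4.0e-134) and 25.0% of those lower (odds ratio 1.98, p 8.8e-44). Regions are not independent replicates. A window of 5 kb gave odds ratios of 0.654 and 1.34, and HBC-like cells gave 3.78 for the regions lower. For these the direction rests on injured replicate 1: without it the odds ratio was 0.751 (p 0.0655). Without uninjured replicate 1 it was 1.50 (p 0.0650).

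Promoters were tested so that single genes could be named. Of 17048 promoters, 366 were more and 197 less accessible after injury (edgeR quasi-likelihood, Benjamini-Hochberg), 206 and 16 of them by more than 2-fold. All 563 showed no overlap between the groups, as did 25.8% of all promoters, against 10% given by chance. The scaling decides the balance of directions. With TMM factors from 10 kb bins the median promoter shifted to a log2 change of −0.196 and 371 promoters were called higher and 3460 lower, and with total cut sites alone 429 and 4607. Of the main calls, 474 were also called with 10 kb bins, with 0 in the opposite direction. A window of 500 bp kept 391 with 1 in the opposite direction, and gene bodies kept 225 with 23. The changes below are relative to the median promoter. DESeq2 called 621 higher and 418 lower. Leaving out a library gave 84 and 17 (uninjured replicate 1), 95 and 31 (uninjured 2), 76 and 40 (injured 1), 63 and 25 (injured 2) or 713 and 412 (injured 3).

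The largest rise was at Gm14137 (chromosome 2, 119173509 to 119175509), from 4.90 ± 1.75 to 136 ± 65.0 CPM (SD, n = 3), a log2 change of 4.70 ± 0.504 (SE; edgeR adjusted p 0.00976). Ppbp rose by 4.64 (edgeR adjusted p 0.0128), Ifi205 by 4.54 (0.00544), Gm3776 by 4.40 (0.0204) and Atp13a4 by 4.09 (0.00441). These 4 windows held at most 13 cut sites in any uninjured sample, so their fold changes depend on the prior count. The largest falls were at Gm12185 (−2.21, edgeR adjusted p 0.00665), Scd3 (−2.20, 0.0285), Kcnj13 (−1.98, 0.000809), Rangrf (−1.80, 0.00449) and Gm4792 (−1.72, 0.0357). Kcnj13 (chromosome 1, 87393729 to 87395729) fell from 32.9 ± 5.57 to 8.37 ± 0.413 CPM (SD, n = 3). Ifi205, Gm3776, Gm12185 and Scd3 belong to families with similar copies, so their values are uncertain. Over gene bodies, Atp13a4 (−0.046) and Scd3 (0.58) changed sign and Rangrf and Gm12185 were not called. Gm3776 lost its call with doublets left out (edgeR adjusted p 0.0672) and Gm4792 in HBC-like cells (0.0881).

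The fixed list asks whether genes of resting and of activated HBCs move. Adjusted over all promoters 4 of its 16 genes were called, and adjusted over the list alone 8 (edgeR quasi-likelihood). The alternative that moved the first count most was scaling by total cut sites, with 8. It was 0 without uninjured replicate 1 (8 adjusted over the list alone) and 1 without uninjured replicate 2, injured replicate 1 or injured replicate 2. Krt16 rose from 5.46 ± 2.35 to 73.2 ± 41.3 CPM (SD, n = 3), a log2 change of 3.69 ± 0.520 (SE; edgeR adjusted p 0.0162, over the list alone 0.00135). Sbsn rose by 2.30 (edgeR adjusted p 0.0088) and Sprr1a by 0.82 (0.0327). Icam1, of the resting list, fell by 0.67 on the log2 scale, from 145 ± 29.6 to 90.5 ± 10.4 CPM (SD, n = 3, edgeR adjusted p 0.0267). Adjusted over the list alone, Krt6a (2.98), Krtdap (1.43), Hopx (0.59) and Myc (−0.25) were added, with edgeR adjusted p over all promoters of 0.0502, 0.0600, 0.106 and 0.145. Krt6a and Sprr1a have close copies nearby, so their values are uncertain. Each of the 4 genes called over all promoters lost its call without at least 1 library or under another alternative, and each kept its direction. Among those not called by either count were Krt5 (−0.10), Krt14 (0.40), Trp63 (0.28), Sox2 (−0.06), Itgb4 (−0.10), Fosl1 (0.13) and Ccnd1 (0.45). The replicate block changed some of these calls over all promoters. Krt14 (edgeR adjusted p 0.00834), Krtdap (0.00977) and Myc (0.0478) were called with it, and Sprr1a was not (0.0621). The Trp63 window lies at the 5′-most start and held a mean of 2.85 CPM, so the shorter isoform's promoter was not measured.

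**Figure D2:**
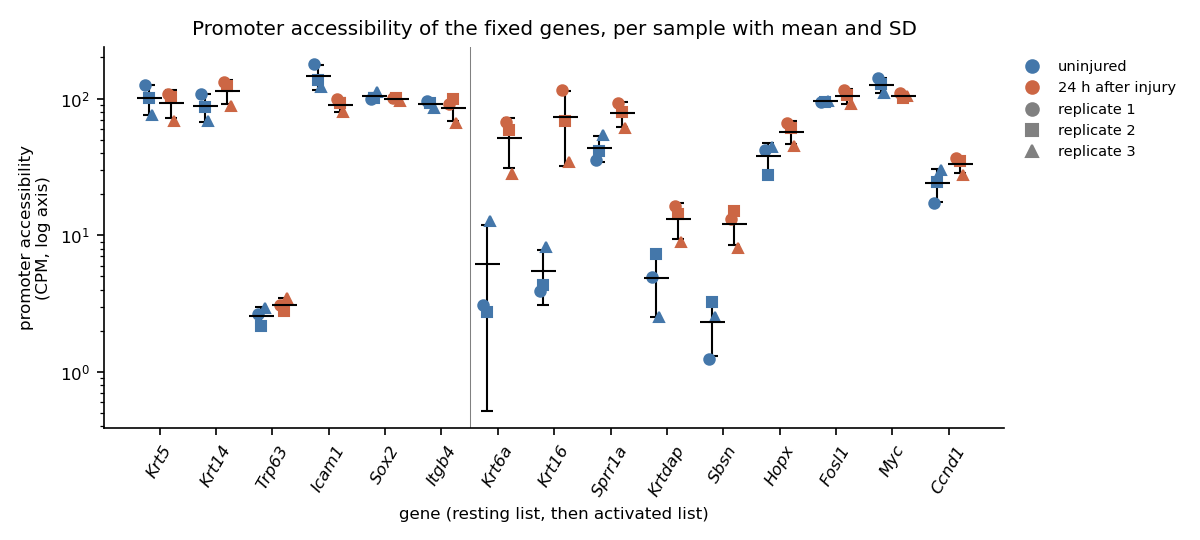
Promoter accessibility (CPM, log axis) of 15 genes of the fixed list in each sample (points, shaped by replicate), with group means and SDs as bars (n = 3); the vertical line parts the resting from the activated list. Krt16 rises from a mean of 5.46 to 73.2 CPM and Icam1 falls from 145 to 90.5 CPM.

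Gene sets were tested on promoters. Of 11 sets, camera and fry each called 0 after Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 camera had 0 and fry had 3. The activated HBC set had a mean log2 change of 1.204, against 0.11 for other promoters, with 8 of 10 genes higher (camera p 0.117, adjusted 0.553, fry adjusted 0.176). The sustentacular set had a mean change of −0.91, with 0 of 6 genes higher (camera adjusted p 0.553). Camera with a preset correlation of 0.01 called these 2 sets (adjusted p 0.00175 and 0.0117), and neither call held under fry or the estimated correlation. The other 9 sets had mean changes between −0.02 and 0.75, and the microvillar set, at a mean of 0.08, had a median just under 0.

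Motif sets ask which sequences mark the regions that move. Of 13 motifs, camera called 0 after adjustment. AP-1 alone had an unadjusted camera p under 0.05 (p 0.0269, adjusted 0.349). Regions with AP-1 had a mean log2 change of 1.00 against −0.02 for other regions, and 25462 of 32314 were higher. Fry called AP-1, TEAD and RUNX (adjusted p 0.0432 each). In HBC-like cells alone fry called 7 of 13, among them AP-1 (adjusted p 0.0194), and camera 0 (AP-1 adjusted p 0.304). Camera with the preset correlation called AP-1 and ETS, and of these only AP-1 held under fry, whose AP-1 call was not kept with GC offsets (adjusted p 0.340). Mean and median change differed in sign for NF-kB, CEBP, STAT, GRHL, KLF/SP, ETS and SOX, each with a mean above and a median below 0. AP-1 was present in 62.1% of regions called higher, 4.07% of those called lower and 17.7% of those not called. CTCF was present in 0.436%, 0.908% and 3.66%. The share of each sample's cut sites in open regions that fell in regions with AP-1 was 13.9 ± 0.189% before and 20.04 ± 2.74% after injury (SD, n = 3, exact two-sided permutation p = 0.1, the smallest possible). In HBC-like cells it was 14.8 ± 0.381% and 21.3 ± 1.67% (p = 0.1, exact permutation).

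**Figure D3:**
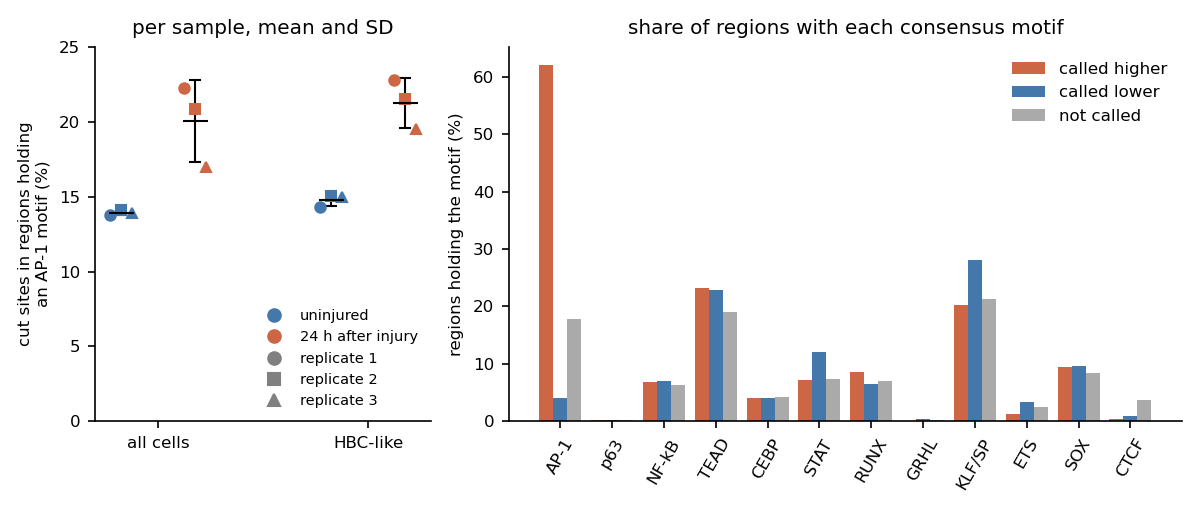
Left, cut sites in open regions that fall in regions with AP-1 (%) in each sample (points, shaped by replicate), for all cells and for HBC-like cells, with group means and SDs as bars (n = 3). Right, the percentage of regions with each of 12 motifs among those called higher, called lower and not called, where AP-1 stands at 62.1% of the regions called higher.

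Clustering asked whether cell states shift. It gave 13 clusters, 7 of them HBC-like (1, 3, 6, 7, 8, 12 and 13), 1 sustentacular-like (5), 1 olfactory sensory neuron-like (10) and 4 unnamed (2, 4, 9 and 11). HBC markers numbered 0 among the leading genes of each HBC-like cluster, so this name rests on the whole list. The HBC list stood lowest in cluster 3, at a median log2 of 0.159. HBC-like cells of uninjured samples lay mainly in clusters 1 and 3 and those of injured samples in 7, 8 and 13, so sizes of these clusters were not compared. Cluster 12 held 183 cells, 166 of them from uninjured replicate 3. At resolution 1 a cluster with 167 cells of this sample was left unnamed. The sort for YFP sets these shares in part. HBC-like cells made up 83.5 ± 5.29% of uninjured and 82.2 ± 14.01% of injured samples (SD, n = 3, exact permutation p = 1), unnamed clusters 9.46 ± 1.26% and 12.5 ± 8.63% (p = 0.7, exact permutation). Sustentacular-like cells made up 4.48 ± 3.39% and 0.129 ± 0.124% (exact permutation p = 0.1, the smallest possible). Injured replicate 1 had 0 such cells of 1320, which allows a share of up to 0.227% (upper end of the 95% Wilson interval 0.290%). It also had 0 at resolutions 0.25 and 1. Clustering without doublets placed 14 of its 1175 cells there (1.19%), so the limit does not hold for every clustering. Without doublets the shares were 10.4 ± 4.87% and 2.90 ± 1.82% (SD, n = 3, exact permutation p = 0.1), the alternative that moved this result most. Neuron-like cells made up 2.58 ± 2.04% and 5.14 ± 5.45% (exact permutation p = 0.7), and the difference changed sign without injured replicate 3.

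The last question was whether uninjured cells overlap the range seen after injury. The median score of held-out cells was 5.26, 3.70 and 18.8% in uninjured replicates 1 to 3 and 60, 38.7 and 38.5% in injured replicates 1 to 3. The group means were 9.27 ± 8.32% and 45.7 ± 12.4% (SD, n = 3, exact two-sided permutation p = 0.1, the smallest possible). Unthinned cells gave 9.47% and 46.1%, and thinning left out 3 cells of uninjured replicate 2 and 1 of injured replicate 3. Above the median of the injured cells of the same number lay 1 of 449 cells in uninjured replicate 1 (0.223%, 95% Wilson interval 0.0393 to 1.25), 4 of 876 in replicate 2 (0.457%, 0.178 to 1.17) and 99 of 628 in replicate 3 (15.8%, 13.1 to 18.8). The overlap of uninjured cells therefore came almost only from replicate 3. Of injured cells, 1.36%, 4.71% and 19.6% (replicates 1 to 3) lay below the median of the uninjured cells of the same number. These shares cover all cell types. Among HBC-like cells only, 0.478%, 2.35% and 7.68% of injured cells lay below the uninjured median. Of uninjured HBC-like cells, 0.249%, 0.140% and 14.2% lay above the injured median.

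**Figure D4:**
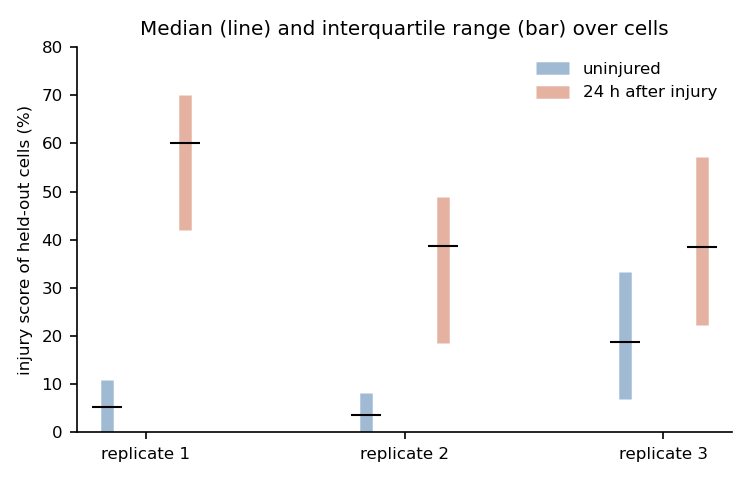
Injury score of held-out cells (percent of their cut sites in both sets that lie in the higher set) in each sample, with the median over cells as a line and the interquartile range as a bar. Medians are 18.8 or lower in the uninjured and 38.5 or higher in the injured samples.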

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

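The splits of the 6 samples and the test of cell classes set from unchanging regions were planned before their results were seen. The other tests here (thinning to an equal total of cut sites, sex, the pair of replicate 3) were chosen only after the result was seen, as was the comparison of the classes itself.

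HBC-like cells fell into 4 clusters at the coarser clustering (resolution 0.25), and 3 of them were joined into a pair of classes, which are groups made from the data and not the study's. Class A joins cluster 1, with 1144 of 1223 cells from uninjured samples, and cluster 6, with 1382 of 1391 from injured samples. Its change thus compares mainly a pair of separate clusters, 1 per group, which builds in a large change. Class B is cluster 2, with 328 uninjured and 643 injured cells. Cluster 7 of the coarser clustering (183 cells, 166 of them and 26.4% of the sample from uninjured replicate 3) was in neither class. The change after injury differed between them at 8501 of 99769 regions by a test of the difference itself (edgeR quasi-likelihood interaction, Benjamini-Hochberg), with the change in class B below that in class A at 4497 and above it at 4004. Of the 4497, 4374 were regions called higher in class A, and of the 4004, 3586 were regions called lower there. At most of these regions class B thus moved less far in the direction of class A, or in reverse. The balance of below and above is not stable: without uninjured replicate 3 it was 3705 below and 4508 above, and with the classes thinned 4776 and 2838. The count ran from 5355 (without injured replicate 1) to 8213 when 1 library was left out. In class A alone 24649 regions were higher and 14433 lower of 91257, and in class B 690 and 216 of 66034. Regions picked from class A cells of the other 4 samples rose by a median log2 of 3.96, 3.204 and 3.94 in class A. In class B they rose by 1.24, 1.01 and 1.204 (pairs of replicates 1, 2 and 3). Picking in class A favours a larger change there, so these values do not by themselves show a weaker response of class B.

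Fewer cut sites in class B are argued against as the whole cause. With each sample thinned to the smaller of its classes, edgeR called 19606 of 49018 shared regions in class A and 858 in class B, and 7614 interactions. The clusters were made from data that include the response, so cells that responded less could have been placed in class B. Classes were therefore set anew from 722 and 541 regions that differ between the classes and do not change after injury, now with the cells of cluster 7. These regions came from uninjured cells of the clusters, so the new classes depend on them in part. Of the 3742 cells placed, 184 lay near the boundary, and 26 further cells were too shallow to place. The smallest difference between the new classes over the 3 left-out pairs was 2.99 on the log2 scale, so this placement is argued against as the whole cause. Cells with Y-linked cut sites were more often in the new class B than cells without (33.96% against 12.04% in uninjured replicate 1, 83.5% against 57.0% in uninjured replicate 3, 22.7% against 12.9% in injured replicate 1 and 60.4% against 55.3% in injured replicate 3), though they were also deeper. Sex is argued against as the whole cause, since the pair of replicate 2, with almost no cells with Y-linked cut sites, had a difference of 3.13. Only 1 of the 10 splits of the 6 samples, the real one, gave as many interactions, and the other 9 gave 0. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded. A weaker response of one kind of HBC, or a class B that holds cells of another origin in each group, may remain as a biological hypothesis. At regions picked as higher in class B from the uninjured cells, the injured samples had a median log2 of B over A of 1.41, 1.24 and 1.38, and at those picked for class A of −0.19, −0.44 and −0.22. At the part of these regions that did not change after injury in class A, the values were 1.65, 1.53 and 1.62, and −0.65, −0.89 and −0.71. The uninjured values are not compared with these, since the picking raises them and class A is another cluster in each group. Whether the same cells form class B in both groups was not tested, since cells are not followed over time.

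The pair of replicate 3 changed least when all cells were pooled, by a median log2 of 1.89 against 3.42 and 2.88. The regions behind these values were picked from class A cells of the other 4 samples, which favours pairs with more class A cells. A mixture of the classes is a candidate explanation. Class B made up 60.9% of class A and B cells in injured replicate 3 and 48.1% in uninjured replicate 3, against 20.2% and 25.4% in injured and 14.7% and 13.9% in uninjured replicates 1 and 2. With classes set from unchanging regions, the lower share of class B in the pair (60.8%) lay 37.3 percentage points above the highest of the other 4 samples. It was 68.0% in the uninjured sample of the pair, so a high share was present without injury. A weaker injury of that animal or an exchanged label is argued against as the whole cause, since class A cells of the pair, set from unchanging regions, changed by 3.53. This is close to the 4.07 and 3.91 of the other pairs, and the remaining shortfall stays open. The clusters themselves decide nothing here, since they follow the response.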

How the results depend on the processing

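Alternatives were fixed before the data were examined, except fry with the replicate block or GC offsets, the leave-one-out runs of gene sets, distance to starts, quality, shares, score and interaction, the cell, GC and block settings for distance to starts, motif sets in HBC-like cells, unthinned scores and the thinned interaction, which were chosen after seeing the data. A mitochondrial share was not run. Leaving out injured replicate 2 gave no odds ratios for distance to starts, since no region was called.

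With all 6 libraries, 141 comparisons of summary results kept their side of the threshold, or moved by less than the spread between replicates, and 31 did not. Among the former, the difference in the share of HBC-like cells changed sign with doublets left out (0.0700 percentage points). Unless stated, the cause was not tested. The count of higher regions was 19662 with single tiles. The count of lower regions was 4385 with DESeq2, 6308 in HBC-like cells, 4244 with GC offsets and the block, 5181 thinned to an equal total of cut sites, 6447 at 10 times the median tile and 5584 with single tiles. Higher promoters numbered 621 with DESeq2, 694 in HBC-like cells, 729 with GC offsets and the block and 551 over gene bodies. Lower promoters numbered 418, 422, 667 and 320 under these settings, and 3460 with 10 kb bins and 4607 with total cut sites, where the median promoter shifts. Of the fixed list, adjusted over all promoters, 7 genes were called with DESeq2, with 10 kb bins and with doublets left out, and 8 with total cut sites. Camera with the preset correlation called 2 gene sets, among them activated HBC with a difference of 1.09, and 2 motifs. Fry called 3 motifs, and AP-1, with a difference of 1.02, was called by both. In HBC-like cells fry called 7 motifs, among them AP-1 with a difference of 1.08, and camera 0. No called summary result reversed with all 6 libraries.

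Leaving out 1 library at a time gave 0 to 17944 higher and 0 to 4809 lower regions, 63 to 713 higher and 17 to 412 lower promoters, and 0 to 6 list genes adjusted over all promoters or 6 to 11 adjusted over the list alone. The odds ratio of lower regions near starts ran from 0.751 to 1.81, below 1 only without injured replicate 1. The interaction count ran from 5355 to 8213. The activated HBC difference stayed between 0.89 and 1.29 and the AP-1 difference between 0.80 and 1.28, with camera calling 0 sets. The difference in share ran from −7.68 to 6.21 percentage points for HBC-like, −0.515 to 4.68 for neuron-like and −6.15 to −2.78 for sustentacular-like cells, so the first 2 changed sign. Fewer samples are part of why counts fall, but without injured replicate 3 the counts of regions and promoters rose. The interaction count fell there too, to 5691.

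Whether the replicate numbers pair the samples is left open. Samples of one number had the same age, and both of replicate 2 had few or no Y-linked cut sites. Deviations of samples of one number correlated at 0.01, 0.21 and 0.21 over regions and at 0.03, 0.15 and 0.21 over promoters. The highest correlation between samples of different numbers was 0.194 over regions and 0.103 over promoters (uninjured replicate 2 with injured replicate 1). Only the pair of replicate 1 lay below these values. With the replicate block, 11626 regions were higher and 3726 lower, and 774 promoters higher and 783 lower. Camera and fry with the block each called 0 gene sets and 0 motifs. At an unadjusted p under 0.05 camera with the block had 0 sets and 1 motif (AP-1), and fry 1 set and 2 motifs.

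Among comparisons of named promoters with all 6 libraries, 376 kept their direction and call, 27 gained a call, 12 lost one and 10 reversed. Reversed were Krt5 with a 500 bp window (0.15) and over the gene body (0.22), Krt14 (−0.16), Ccnd1 (−0.11), Atp13a4 (−0.046) and Scd3 (0.58) over gene bodies, Sox2 with GC offsets (0.027) and with GC offsets and the block (0.023), and Fosl1 with 10 kb bins (−0.068) and total cut sites (−0.078). With 1 library left out, 110 comparisons kept their direction and call, 34 lost a call, 3 gained one and 3 reversed. In these runs Krt5 ran from −0.28 to 0.087 (above 0 without uninjured replicate 1 or injured replicate 3). Itgb4 ran from −0.21 to 0.057 (above 0 without injured replicate 3). All these except Atp13a4 and Scd3 were uncalled in the main result. The 6 named regions kept their call in 96 of 96 comparisons with all 6 libraries.

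With 200 regions changed in the simulation, at the spread of these samples, most changes of a log2 of 1 were missed (1% were recovered). More regions were called in the data, so this share may understate recovery there. Thinned to 14776816 cut sites per sample, 108681 regions were tested, of which 8869 were called higher and 5181 lower, so fewer cut sites lowered the number of regions tested and not the total of calls.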

Other observations

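The splits of the samples for the fixed list and for AP-1, the test for mixed libraries and the test of Xist were planned before their results were seen. The splits for regions and promoters and the tests of GC content, other cell types, scaling, sustentacular genes and the depth of the replicate 2 libraries were chosen only after the result was seen.

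For the count of regions (13083), of promoters (563) and of list genes (8, adjusted over the list alone) and for the difference between regions with and without AP-1 (a mean log2 of 0.98 at the settings of the splits), 1 of the 10 splits of the 6 samples gave a value as large, the real one. The other 9 gave 0 regions, 0 promoters, at most 1 list gene and an AP-1 difference of at most 0.66. A share under 0.1 cannot be reached with 10 splits, so chance cannot be excluded for any of the 4.

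The higher accessibility of AP-1 regions was weighed against their GC content. Within each of 10 GC classes, regions with the motif changed more than those without, and the smallest difference was 0.28 on the log2 scale. GC content is thus argued against as the whole cause. Cells other than HBC-like cells are argued against as well: among HBC-like cells the lowest injured sample lay 4.47 percentage points above the highest uninjured one. The motif scan does not say which factor is bound, and an AP-1 response to the dissociation, if it differed between the groups, was not tested.

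The excess of lower promoters under genome-wide scaling is consistent with a lower share of signal over background in the injured libraries. CTCF regions far from starts, matched on accessibility, moved by −0.15 under this scaling, as far as regions near starts (−0.14). Far regions with AP-1 moved by 0.43.

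Sustentacular-like cells were fewer after injury, and the sort was for traced HBCs, so the uninjured cells may be traced progeny or carried-over cells. Placement of cells by the clustering is argued against for uninjured replicates 2 and 3: summed over all cells without clustering, 6 of 6 sustentacular genes were higher in both than in every injured sample (Cyp2g1 at 10.9 and 8.55 against at most 2.71 CPM, these values named after they were seen). For uninjured replicate 1, with 0.891% such cells, placement by the clustering cannot be told apart from a small true share, as 1 of 6 genes lay above every injured sample.

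Y-linked promoters of Ddx3y, Uty and Eif2s3y had 0 cut sites in replicate 2 of both groups and between 118 and 372 in the other 4 libraries. That of Kdm5d had 2 in uninjured replicate 2, 0 in injured replicate 2 and between 28 and 78 in the others. Lower depth is argued against, since 17.2 cut sites would be left at the weakest of the 4 promoters at the lowest rate of the other libraries. Injured replicate 1 had a lower rate of Y-linked cut sites over gene bodies (59.0 CPM of fragments in cells with at least 10000 fragments) than uninjured replicates 1 (100) and 3 (130) and injured replicate 3 (116). A candidate explanation is that cells of animals without a Y chromosome are mixed into the library. In injured replicate 1, 68.0% of these cells (95% Wilson interval 64.6 to 71.2) had no Y-linked cut site, where a single rate would leave 31.9%. Such an excess was also present in uninjured replicate 1 (47.8% against 15.2%), uninjured replicate 3 (25.8% against 5.78%) and injured replicate 3 (36.0% against 8.13%). The excess had been predicted to be larger in injured replicate 1 than in the other 3, but this part of the test decides nothing, since a low rate raises the share and caps its ratio to the single rate. Closed Y-linked genes in part of the cells of males are argued against: cut sites at the Xist locus were more frequent per fragment in cells without a Y-linked cut site in all 4 libraries, by 2.27 times or more. Pooled animals of both sexes may thus underlie these 4 libraries, which the labels do not state. Replicate 2 of each group had 99.0% and 99.3% of these cells without Y-linked cut sites, and 22 and 4 such cut sites in all. Leaving out chromosomes X and Y gave 10433 higher and 2482 lower regions; effects of sex on other chromosomes were not tested.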
